# Integration-Free iPS Cells Engineered Using Human Artificial Chromosome Vectors

**DOI:** 10.1371/journal.pone.0025961

**Published:** 2011-10-05

**Authors:** Masaharu Hiratsuka, Narumi Uno, Kana Ueda, Hajime Kurosaki, Natsuko Imaoka, Kanako Kazuki, Etsuya Ueno, Yutaro Akakura, Motonobu Katoh, Mitsuhiko Osaki, Yasuhiro Kazuki, Masato Nakagawa, Shinya Yamanaka, Mitsuo Oshimura

## Abstract

Human artificial chromosomes (HACs) have unique characteristics as gene-delivery vectors, including episomal transmission and transfer of multiple, large transgenes. Here, we demonstrate the advantages of HAC vectors for reprogramming mouse embryonic fibroblasts (MEFs) into induced pluripotent stem (iPS) cells. Two HAC vectors (iHAC1 and iHAC2) were constructed. Both carried four reprogramming factors, and iHAC2 also encoded a p53-knockdown cassette. iHAC1 partially reprogrammed MEFs, and iHAC2 efficiently reprogrammed MEFs. Global gene expression patterns showed that the iHACs, unlike other vectors, generated relatively uniform iPS cells. Under non-selecting conditions, we established iHAC-free iPS cells by isolating cells that spontaneously lost iHAC2. Analyses of pluripotent markers, teratomas and chimeras confirmed that these iHAC-free iPS cells were pluripotent. Moreover, iHAC-free iPS cells with a re-introduced HAC encoding *Herpes Simplex virus* thymidine kinase were eliminated by ganciclovir treatment, indicating that the HAC safeguard system functioned in iPS cells. Thus, the HAC vector could generate uniform, integration-free iPS cells with a built-in safeguard system.

## Introduction

Reprogramming somatic cells to become induced pluripotent stem (iPS) cells is important in making regenerative medicine a reality [1]-[3]. The best iPS cells for therapeutic applications are derived from cells harvested from individual patients and the reprogramming should not involve permanent genetic changes because strategies involving insertional modifications of the genome increase the risk of insertional mutagenesis [4] and perturbation of differentiation potential [5]. To avoid permanent, detrimental modification of the host genome while reprogramming somatic cells, several vectors and protocols that exclude permanent transgene integration into the host genome have been developed: the piggyBac transposon [6]-[8], adenovirus vectors [9], Sendai virus vectors [10], EB-derived episomal vectors [11] and iterant administration of non-replicative materials (i.e. plasmid [12], minicircle DNA [13], protein [14], and synthetic modified mRNA [15]). However, these vectors and methods should be scrutinized with regard to quality of individual iPS cells, reprogramming efficiency and genome integrity. In addition, iPS cells should have a safeguard system because iPS cells with teratoma-forming potential can persist even after differentiation, leading to unexpected and undesired events [16].

With respect to the generation of iPS cells, human artificial chromosomes (HACs) have two important and unique characteristics as gene-delivery vectors; effectively unlimited carrying capacity for transgenic material and autonomous maintenance through cell division that is independent of host chromosomes. We have created several HAC vectors from human chromosome 21 using a top down method [17], [18] and have demonstrated that full-length genomic loci, such as DMD [19], HPRT [20] and p53 [20] could be cloned into a defined HAC cloning site. We have also shown that these loci are efficiently transcribed. Moreover, expression in human cells of cDNAs introduced into HACs was more stable and sustained and less subject to position effects [21] than expression of cDNAs from conventional plasmids and viral vectors. In addition, our HAC vectors encode EGFP [18]; therefore, because HACs are lost spontaneously at a low frequency [22] we can isolate HAC-free cells from reprogrammed iPS populations by identifying EGFP-negative cells.

Here, we have taken advantage of these features of HAC vectors to generate vector-free and transgene-free iPS cells. Recent attempts to generate iPS cells using polycistronic vectors to express multiple proteins demonstrated that a significant portion of the iPS clones carried more than two copies of the polycistronic vector [6], [8], [23], [24], suggesting that multiple copies of the polycistronic transgenes were needed to generate iPS cells. Thus, we devised a reprogramming cassette with four defined reprogramming factors and introduced multiple copies of the cassette into the cloning site of a HAC vector. We constructed a closely related cassette by adding a p53 short hairpin RNA (shRNA) expression construct to the four-factor cassette because suppression of the p53 pathway leads to more efficient reprogramming [25]-[29]. Moreover, our HAC vector encodes *Herpes Simplex virus* thymidine kinase (*HSV*-TK), and we confirmed that iPS cells and/or their differentiated derivatives carrying our HAC can be killed by ganciclovir (GCV), providing a safeguard system if unexpected events (e.g., tumor formation) occur.

## Methods

### Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Committee of Tottori University (the permit number: 08-Y-69).

### Plasmid construction

We constructed individual expression cassettes for each reprogramming factor in pBSII (Stratagene) and combined all cassettes into a pPAC4 backbone as follows. The pBSII multiple cloning site was replaced with either KpnI-XhoI-AscI-BsiWI-NheI-ClaI-SalI-PstI-AvrII-PmeI-FseI-XbaI-SpeI-SacI or KpnI-XhoI-AscI-BsiWI-NheI-ClaI-SalI-MluI-SphI-SnaBI-NotI-SacII-BamHI-AvrII-PmeI-FseI-XbaI-SpeI-SacI, resulting in the vectors pB3 and pB4, respectively. Two different 1.2 kb fragments of the chicken HS4 insulator were excised by either SacI or XbaI digestion of pCJ5-4 (a gift from Dr. G. Felsenfeld, National Institutes of Health, Bethesda, MD, USA), blunted by KOD polymerase (Toyobo), and cloned into the SmaI site or the blunted HindIII site of pBSII, respectively. The resulting vector, harboring 2 copies of HS4, was called pBSI-I. A ClaI-BamHI fragment of pBSI-I was cloned into (1) a blunted ClaI site of pB3, (2) a blunted ClaI site of pB4, or (3) blunted ClaI and PmeI sites of pB4, resulting in (1) pinsB3, (2) pinsB4 and (3) pB4ins2, all of which retained the BamHI site immediately downstream of the HS4 dimer. All subcloned HS4 insulators had the same orientation.

Mouse Klf-4, c-Myc, Sox2 and Oct4 were PCR-amplified and individually cloned into the EcoRI site of pCAGGS (a gift from Dr. M. Okabe, Osaka University, Japan), resulting in pCX-Klf4, pCX-c-Myc, pCX-Sox2 and pCX-Oct3/4, respectively. SalI-BamHI fragments of pCX-Klf4, pCX-c-Myc and pCX-Sox2 were blunted and cloned into blunted BamHI sites of pinsB4, resulting in pB4K, pB4M and pB4S, respectively; an SspI-BamHI fragment of pCX-Oct3/4 was cloned into a SnaBI site of pB4ins2, resulting in pB4O. To combine four factors in a single vector, AscI-AvrII fragments from pB4K and pB4S were inserted into the AscI-NheI sites of pB4M and pB4O, resulting in pB4KM and pB4SO, respectively. Finally, an AscI-AvrII fragment of pB4KM and an NheI-FseI fragment of pB4SO were ligated into the AscI and FseI sites of pPH3-9, which was generated by modifying pPAC4; specifically we exchanged the region between the pUC link and the CMV promoter with HPRT ex3-ex9 and added an FseI site immediately downstream of HPRT ex9. The resulting vector was designated pPAC-KMSO. This KMSO reprogramming cassette was duplicated by the same strategy, resulting in pPAC-2CAG-KMSO. A fragment of the duplicated pB4O was cloned into the AscI-NheI site of pPAC-2CAG-KMSO, resulting in pPAC-2CAG-O2.

A mouse p53-knockdown construct was generated by annealing two complementary synthetic oligonucleotides with the target sequence GTACATGTGTAATAGCTCC and cloning the product into the BglII-XbaI sites of pENTR4-H1 (a gift from Dr. H. Miyoshi, RIKEN, Japan), resulting in pENTR4-H1-mp53sh. A SalI-XbaI fragment of pENTR4-H1-mp53sh was inserted into the SalI-AvrII site of pinsB3, resulting in pinsB3mp53sh. Finally, an AscI-SpeI fragment of pinsB3mp53sh was inserted into the AscI-NheI site of pPAC-2CAG-O2, resulting in pPAC-2CAG-O2mp53sh.

### Cell culture

Hprt-deficient Chinese hamster ovary cells (JCRB0218, JCRB Cell Bank, Japan) each bearing a HAC vector, (CHO(21HAC2), CHO/iHAC1/E15 and CHO/iHAC2/mp25) were maintained at 37°C in Ham’s F-12 nutrient mixture (Invitrogen) supplemented with 10% fetal bovine serum (FBS) and 8 µ/ml Blasticidin S (Funakoshi). Mouse embryonic fibroblasts (MEFs), isolated from 13.5 day post-coitum (d.p.c.) wild-type embryos (C57BL/6-J), were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma) plus 10% FBS. The mouse ES cell lines, TT2 (a gift from Dr. S. Aizawa, RIKEN, Japan) [30] and B6ES (DAINIPPON SUMITOMO PHARMA, Osaka, Japan), and the microcell hybrid clones, were maintained on mitomycin C-treated Jcl:ICR (CLEA Japan) MEF feeder layers in ES medium [DMEM with 18% FBS (Hyclone), 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 2 mM L-glutamine (Invitrogen), 0.1 mM 2-mercaptoethanol (Sigma), and 1000 U/ml leukemia inhibitory factor (LIF) (Millipore)].

### Construction of iHAC vectors

The reprogramming cassettes were introduced into 21HAC2 vectors using the Cre-loxP system. Suspensions of CHO(21HAC2) cells (5 × 10^6^ cells in PBS) were mixed with 10 µg of the Cre expression plasmid (pBS185) and 20 µg of pPAC-2CAG-KMSO. Electroporation was performed at 450 V and 500 µF using a GenePulser Xcell (Bio-Rad). pBS185 (1 µg) and pPAC-2CAG-O2mp53sh (2 µg) were transfected into semi-confluent CHO(21HAC2) cells in a 60 mm dish using Lipofectamine2000 (Invitrogen) according to the manufacturer’s instructions. These cells were treated with HAT (Sigma) and 8 µg/ml Blasticidin S two days after transfection. After 2-3 weeks, drug-resistant colonies with a functional HPRT allele were identified by genomic PCR and isolated.

### Microcell-mediated chromosome transfer (MMCT) and reprogramming of MEFs using iHAC vectors

MMCT was carried out as described previously [31]. CHO/iHAC1/E15 and CHO/iHAC2/mp25 were used as microcell donor cells. In brief, microcells were separated from donor cells by centrifugation and fused with MEFs in 45% polyethyleneglycol 1500 (Roche) and 10% dimethylsulfoxide (Sigma). The next day, fused cells were re-plated onto feeder layers. On day 2 and day 5, a 25 µM miR-294 and miR-295 cocktail (Dharmacon) was transfected using DharmaFECT 1 (Dharmacon) according to the manufacturer’s instructions. Culture medium was replaced with ES medium on day 3, and individual ES-like colonies were isolated from day 12 onwards.

### FISH analysis

FISH analyses were performed on either fixed metaphase or interphase spreads of each cell hybrid using digoxigenin-labeled (Roche) human COT-1 DNA (Invitrogen) and biotin-labeled pPAC-KMSO, essentially as described previously [31]. Images were captured using the NIS-Elements system (Nikon). We counted 20 metaphases and 100 interphases for each analysis.

### M-FISH analysis

Procedures for the denaturation of metaphase chromosomes and mFISH probes (MetaSystems), hybridization, post-hybridization washes and fluorescent staining were performed in accordance with the manufacturer's instructions. Metaphase images were captured digitally with a cooled CCD camera equipped with an ISIS mFISH software program (MetaSystems), processed and stored for subsequent analysis.

### RT-PCR analysis

Total RNA was extracted with TriZol (Invitrogen) and cDNA was synthesized using an oligo(dT) primer and ReverTra Ace (Toyobo). Quantitative RT-PCR was performed using the Power SYBR Green PCR Master Mix (Applied Biosystems) on an ABI7900HT (Applied Biosystems). Primer sequences are listed in Table S1.

### Immunohistochemistry

Cells were fixed with 4% paraformaldehyde in PBS at 4°C overnight and permeabilized and blocked in 0.1% Triton X-100, 5% normal goat serum (Millipore) and 5% skim milk in PBS for 15 min at room temperature. Primary antibodies used were rabbit anti-Nanog (1∶100, AB5731, Millipore), mouse monoclonal anti-Oct4 (1∶100, sc-5279, Santa Cruz), rabbit anti-α-fetoprotein (undiluted, N1501, Dako), mouse monoclonal anti-α-smooth muscle actin (undiluted, N1584, Dako) and rabbit anti-βIII-tubulin (1∶2000, PRB-435P, Covance). Secondary antibodies used were Alexa 594-conjugated goat anti-rabbit IgG (1∶1000, Invitrogen) and Alexa 594-conjugated goat anti-mouse IgG (1∶1000, Invitrogen). Samples were counterstained with 1 µ/ml DAPI. A Leukocyte Alkaline Phosphatase Kit (Sigma) was used to detect alkaline phosphatase activity.

### Microarray analysis

Total RNA was prepared with the RNeasy midi Kit (Qiagen). RNA (500 ng) was labeled with Cy3 using the Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions. cRNA was column-purified using the RNeasy Kit (Qiagen) and hybridized to the Agilent Whole Mouse Genome Oligo Microarray (G4122A). The data were normalized and analyzed using GeneSpringGX11 (Agilent). Genes with a 4-fold change in expression between MEFs and ESCs were selected and hierarchically clustered using the centroid linkage rule.

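In the array values analysed here, 5355 of 31387 probes with a value on every array differed at least 4-fold between the MEF array and the mean of the ES lines B6ES and TT2. Of these, 3053 were higher in MEFs and 2302 were higher in ES cells. Because there was 1 MEF array, this selection rests on a size of difference and has no test. It changed most under normexp background correction, which left 1805 probes, and 4178 probes passed when MEFs had to differ 4-fold from each ES line separately.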

The microarray data is MIAME compliant and the raw data have been submitted to the NCBI GEO database under the accession number GSE29441.

### *In vitro* differentiation mediated by embryoid body formation

Cell suspensions were prepared by trypsinization and 500 cells were aggregated in hanging drops of ES medium without LIF. After 3 days, embryoid bodies (EBs) were seeded onto gelatin-coated culture dishes for 4 days. Spontaneous germ-layer differentiation of EBs was assayed using markers for endoderm (AFP), mesoderm (α-SMA), and ectoderm (βIII-tubulin).

### Teratoma formation

Approximately 1 × 10^6^ cells were transplanted subcutaneously into dorsal flanks of CD-1 (ICR)-nu mice (Charles River). Tumors were isolated after 5-6 weeks and subjected to hematoxylin-eosin staining. Histological examination confirmed differentiation into all three germ layers.

### Blastocyst injection

Chimera production was performed as described previously [31]. Briefly, 4 lines of iHAC-free iPS cells (F-B1, F-C5, F-E4 and F-N7) were separately injected into blastocyst-stage embryos derived from ICR mice (CLEA Japan). Injected embryos were then transferred into pseudopregnant ICR females.

## Results

### Construction of HAC-based cell-reprogramming vectors

To introduce four reprogramming factors into recipient cells without the risk of integrating foreign genetic material into host chromosomes, we constructed HAC-based cell-reprogramming vectors. An expression cassette consisting of CAG promoter-driven cDNAs of Klf4, c-Myc, Sox2 and Oct4, each surrounded by copies of the HS4 insulator, was introduced into a modified pPAC4 vector to generate pPAC-KMSO (Fig. 1A). To achieve high expression of these four reprogramming factors, the expression cassette was duplicated, resulting in pPAC-2CAG-KMSO. To generate a more effective reprogramming cassette, two additional copies of CAG-driven Oct4 and an H1 promoter-driven p53 shRNA were inserted adjacent to the cassettes in pPAC-2CAG-KMSO, resulting in pPAC-2CAG-O2mp53sh. We chose 21HAC2 from our series of 21HAC vectors to carry these reprogramming cassettes because it encodes EGFP; therefore, recipient cells could be screened for the presence of 21HAC2 derivatives via EGFP detection. pPAC-2CAG-KMSO or pPAC-2CAG-O2mp53sh along with an expression plasmid encoding Cre recombinase was introduced into a 21HAC2-carrying Hprt-deficient Chinese Hamster Ovary (CHO) cell line, CHO(21HAC2) via co-transfection. Transformation was followed by HAT/blasticidin double selection. The HAC vectors carrying the expression cassettes from pPAC-2CAG-KMSO or pPAC-2CAG-O2mp53sh were designated iHAC1 and iHAC2, respectively (Fig. 1B). FISH, genomic PCR, and RT-PCR screens were performed to select and verify two drug-resistant CHO donor clones: CHO/iHAC1/E15 and CHO/iHAC2/mp25, which each encoded a correctly reconstituted HPRT gene, stably expressed all reprogramming factors and maintained the iHAC independently from the host chromosomes (Fig. 1C and Fig. S1). These results indicated that two iHACs (iHAC1 and iHAC2), designed to reprogram somatic cells, were structured as intended in CHO cells. These CHO cell lines can function as donor cells for microcell-mediated chromosome transfer (MMCT) of the HACs into mouse embryonic fibroblasts (MEFs).

**Figure 1:**
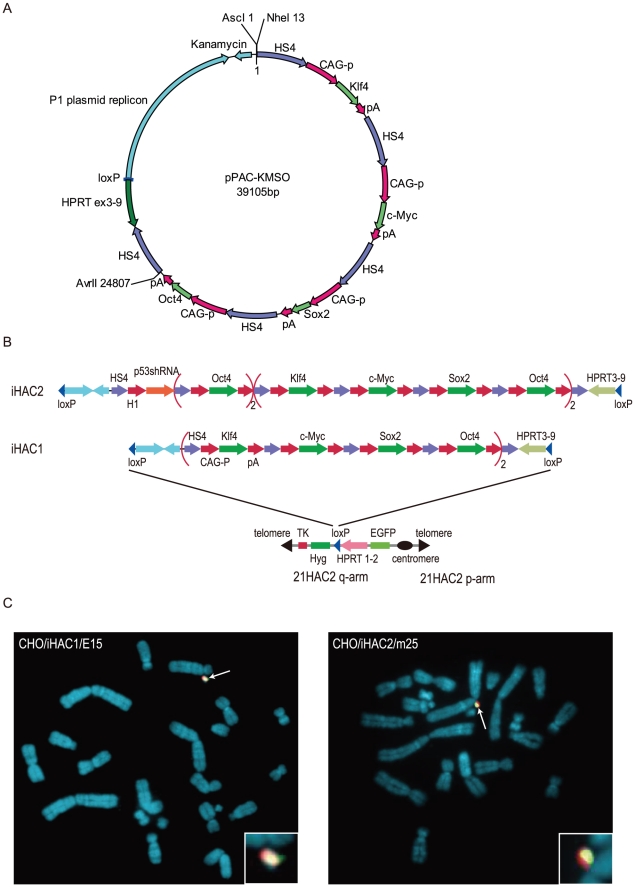
Construction of iHAC vectors. (A) A map of the reprogramming cassette constructed in a PAC vector, pPH3-9. The expression cassette comprised cDNAs for Klf4, c-Myc, Sox2 and Oct4, each under the control of a CAG promoter and flanked with HS4 insulators. The reprogramming cassette was followed by exon 3 to exon 9 of the human HPRT gene and then by a lox P site. (B) Schematic maps of the iHAC1 and iHAC2 inserts. iHAC1 has a duplicated reprogramming cassette. iHAC2 has this duplicated cassette and an additional cassette with two copies of Oct4 and a p53 shRNA construct. (C) FISH analyses of CHO/iHAC1 and CHO/iHAC2. Digoxigenin-labeled human COT-1 DNA (red) was used to detect the HAC backbone. Biotin-labeled pPAC-KMSO (green) was used to detect the reprogramming cassette in the iHACs. Chromosomal DNA was counterstained with DAPI. White arrows indicate iHAC vectors and the insets show enlarged images of the iHACs.

### Derivation of iPS cells from MEFs using the iHAC vectors

To assess the reprogramming ability of iHAC1 and iHAC2, each was transferred from a CHO donor cell line into approximately 10^6^ MEFs via MMCT. A schematic of this process is shown in Figure 2A. MEFs were re-plated onto a feeder layer one day after MMCT and were treated with miR-294/295 mimics on day 2 and day 5 to raise the efficiency of reprogramming. EGFP-positive colonies with embryonic stem (ES) cell-like morphology emerged on about day 10 and were selected on days 12-20 after MMCT. The reprogramming effects of iHAC2 became apparent somewhat earlier than those of iHAC1. We obtained 7 and 21 EGFP-positive colonies from one iHAC1 and two iHAC2 transfer experiments, respectively (Table 1). Of the 7 iHAC1 colonies, 4 were expandable, and subclones of these 4 colonies were established as iHAC1-iPS cells (Fig. 2B). iHAC2-iPS subclones were also established from 13 of the 21 iHAC2 colonies. All iHAC1-iPS lines expressed Nanog and Oct4 epitopes, were alkaline phosphatase-positive (Fig. S2), and could form embryoid bodies (EBs) that differentiated into three germ layers (Fig. S3). However, based on qRT-PCR assays, expression levels of pluripotent markers were much lower in the iHAC1-iPS cells than in ES cells. Moreover, expression of transgenic reprogramming factors (Klf4, c-Myc, Sox2 and Oct4) in the iHAC1-iPS cells was higher than that of their endogenous counterparts (Fig. 3A, B). Most of the iHAC2-iPS lines expressed the pluripotent markers at levels near to those of ES cells and were more completely reprogrammed than were the iHAC1-iPS cells. Interestingly, expression of the transgenic reprogramming factors in the iHAC2-iPS cells, as in the iHAC1-iPS cells, was higher than that of the endogenous counterparts (Fig. 3C, D). FISH analyses of the iHAC-iPS lines revealed that there was one iHAC1 copy/cell in all 4 clones, and that 7 of the 13 iHAC2 clones had 1 iHAC2 copy/cell, 4 had 2 copies/cell, and 1 had more than 2 copies/cell. These 16 iHAC-iPS clones maintained the iHACs independently of the host chromosomes (Fig. 2C and Table 2). The iHAC2 vector was translocated onto a host chromosome in only one iHAC2-iPS line. These results indicated that a single copy of either iHAC induced somatic cell reprogramming, and that iHAC2 was more effective than iHAC1 in inducing this reprogramming. We also determined whether supplementation by miR-294/295 mimics were required to achieve somatic cell reprogramming by iHAC2, because the pluripotent state of iHAC2-iPS cells was highly similar to that of ES cells. Fourteen out of 22 EGFP-positive colonies (64%), obtained from the iHAC2 transfer without miR-294/295 mimics, expressed ground state pluripotency markers, Nanog and Rex1, at levels similar to those of mouse ES cells (Table 3 and Fig. S4). In the presence of miR-294/295 mimics, pluripotent clones appeared at a frequency of 57% (8 out of 14 EGFP-positive colonies), similar to that without these mimics. These results indicate that miR-294/295 mimics are not necessary for somatic cell reprogramming by the iHAC2 protocol.

**Figure 2:**
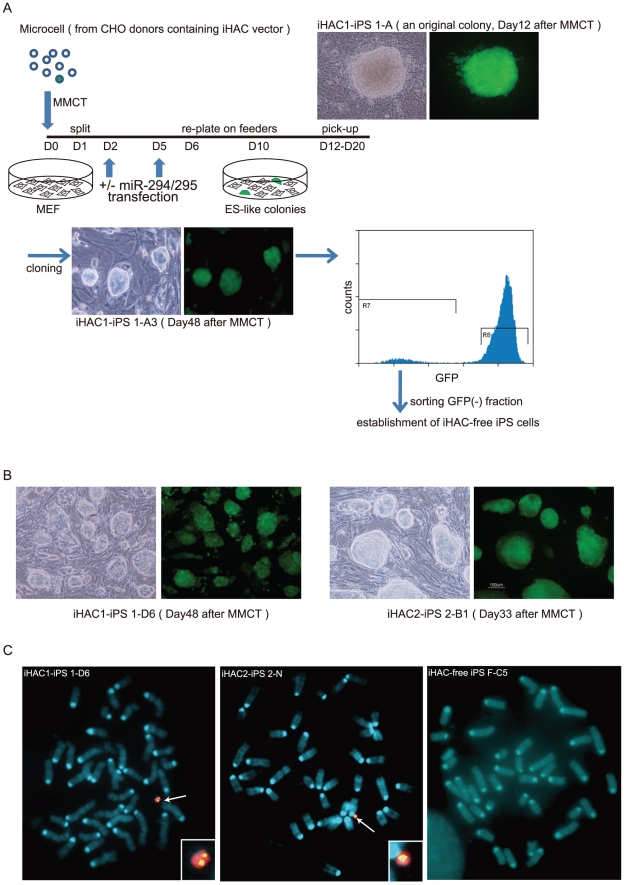
Reprogramming MEFs with iHAC1 or iHAC2. (A) Flowchart of iPS cell generation after MMCT. We screened for cells reprogrammed by iHAC vectors using two criteria: ES-like morphology and EGFP fluorescence. Packed domed colonies emerged 10 days after MMCT. After expansion, EGFP-negative fractions were sorted from isolated clones to isolate iHAC-free cells. (B) Representative bright-field and fluorescence images of iHAC1- and iHAC2-iPS clones obtained by MMCT. (C) FISH analyses of three lines, iHAC1-iPS 1-D6, iHAC2-iPS 2-N and iHAC-free iPS F-C5.

**Figure 3:**
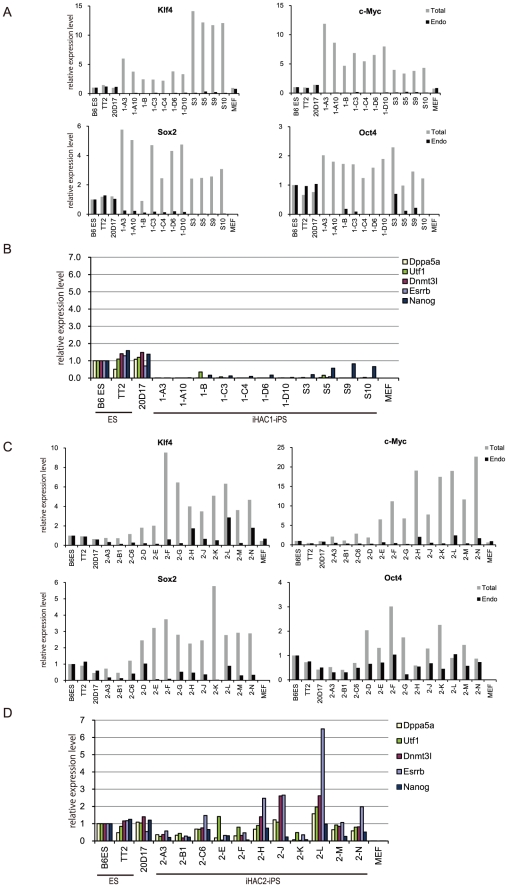
Characterization of iPS cells generated by iHAC vectors. (A, C) Quantitative RT-PCR analysis of total and endogenous reprogramming factor (Klf4, c-Myc, Sox2 and Oct4) expression in iHAC1- and iHAC2-iPS cells. Transcript levels for these genes relative to levels in B6ES cells are shown, after normalization to Nat1 expression. (B, D) Quantitative RT-PCR analyses of pluripotency markers.

**Table 1:** Summary of MMCT experiments to generate iPS cells from MEFs.

experiment No.	HAC vector	recipient	EGFP+ colony	ES-like clone	HAC-abrogated clone
Exp.1	iHAC1	10^6^ MEFs	7	4 (57%)	0 (0%)
Exp.2	iHAC2	10^6^ MEFs	6	3	2
Exp.3	iHAC2	10^6^ MEFs	15	10	5
Exp.2+3			21	13 (62%)	7 (33%)

**Table 2:** Characterization of iPS cells generated by the iHACs.

HAC vector	iPS line	subline	copy no. of iHAC	expression (qRT-PCR)		differentiation		microarray
				transgene	ES marker	*in vitro*	*in vivo*	
iHAC1	1-A	1-A3	1	high	low	3 germ layers	no tumor	Yes
		1-A10	1	high	low	3 germ layers	no tumor	N/D
	1-B		1	high	low	3 germ layers	no tumor	Yes
	1-C	1-C3	1	high	low	3 germ layers	malignant	Yes
		1-C4	1	high	low	3 germ layers	no tumor	N/D
	1-D	1-D6	1	high	low	3 germ layers	malignant	Yes
		1-D10	1	high	low	3 germ layers	malignant	N/D
iHAC2	2-A	2-A3	1	high	moderate	N/D	N/D	N/D
	2-B	2-B1	1	high	moderate	N/D	N/D	Yes
	2-C	2-C6	1	high	moderate	N/D	N/D	Yes
	2-D		2	high	moderate	N/D	N/D	N/D
	2-E		1	high	moderate	N/D	N/D	Yes
	2-F		2	high	moderate	N/D	N/D	N/D
	2-G		translocated	high	moderate	N/D	N/D	N/D
	2-H		2	high	moderate	N/D	N/D	N/D
	2-J		1	high	moderate	N/D	N/D	N/D
	2-K		2	high	moderate	N/D	N/D	N/D
	2-L		1	high	moderate	N/D	N/D	N/D
	2-M		2	high	moderate	N/D	N/D	N/D
	2-N		1	high	moderate	N/D	N/D	Yes

N/D not determined.

**Table 3:** Efficiency of iPS cell generation from MEFs using iHAC2 with or without miR-294/295.

experiment No.	HAC vector	recipient	miR-294/295	EGFP+ colony	clone ID	pluripotent clone
Exp.4	iHAC2	10^6^ MEFs	-	15	A1 - A15	7
Exp.5	iHAC2	10^6^ MEFs	-	7	B1 - B7	7
Exp.4+5				22		14 (64%)
Exp.6	iHAC2	10^6^ MEFs	+	14	C1 - C14	8 (57%)

### Establishment of integration-free iPS cells

Sustained transgene expression can affect the function of iPS cells and can lead to deleterious effects, such as tumorigenesis [32], [33]. Therefore, we established iHAC-free iPS clones from the iHAC-iPS cells by isolating EGFP-negative clones. During host cell division under non-selecting conditions, the HAC vectors are lost spontaneously at a low frequency (1×10^-5^). An EGFP-negative fraction from one iHAC1-iPS line (clone 1-D6) (up to 10^5^ cells) was harvested by FACS (MoFlo XDP, Beckman Coulter), plated onto a feeder layer, and re-cloned based on morphological criteria. EGFP-negative colonies (n = 4) were selected randomly and assayed for the presence or absence of the iHAC1 vector. FISH and genomic PCR analyses revealed that all 4 EGFP-negative clones (clones S3, S5, S9 and S10) retained the iHAC1 vector (Table 4), and qRT-PCR analysis indicated that all transgenes were expressed (Fig. 3A). These results indicated that the iHAC1-iPS cells were only partially reprogrammed and that their pluripotent status was dependent on continued transgene expression from the iHAC1. Thus, iHAC1-free iPS lines were not established from the iPS cells, and the EGFP-negative clones probably resulted from epigenetic silencing of the EGFP gene. In contrast, iHAC2-free iPS cells were isolated from 7 of the original12 iHAC2-iPS clones by selecting for EGFP-negative cells. The iHAC2 vector was not detected by FISH or genomic PCR in 14 sub-clones (Fig. 2C and Fig. 4A); therefore, we concluded that the iHAC2 vector was absent from the EGFP-negative fractions of the iPS cell lines. Cytogenetic analyses with Q-banding and M-FISH confirmed that the iHAC2-free clones had a normal karyotype (Fig. 4B). Furthermore, expression levels of the endogenous reprogramming factors (Klf4, c-Myc, Sox2 and Oct4) were similar in iHAC2-free clones and mouse ES cells (Fig. 4C). These results are summarized in Table 4.

**Figure 4:**
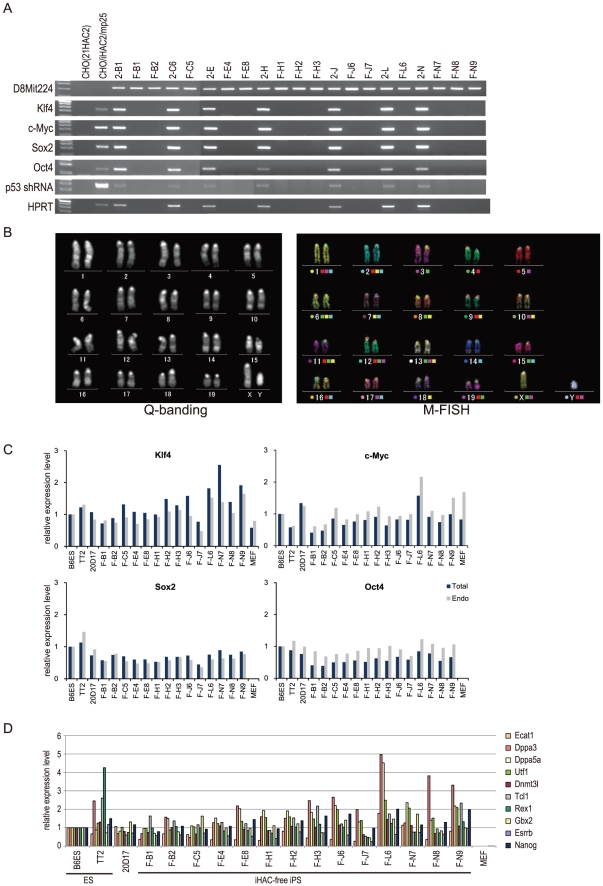
Establishment of iHAC-free iPS cells. (A) Genomic PCR of individual transgenes in cells from an EGFP-negative fraction of iHAC2-iPS cells was compared with that of the parental clones. D8Mit224 was used as an internal control. (B) Cytogenetic analysis of iHAC-free iPS cells. Representative karyotypes of iHAC-free iPS F-C5 (Q-banding) and F-N7 (M-FISH) show normal karyotypes after loss of iHAC2. (C) Quantitative RT-PCR of total and endogenous reprogramming factor expression. (D) Quantitative RT-PCR of pluripotency markers. Transcript levels of 10 pluripotent genes were normalized to Nat1; transcript levels in iHAC-free iPS cells were compared with those in B6ES cells.

**Table 4:** Characterization of iPS cells isolated from the GFP-negative population by FACS.

parental clone	sorted clone	presence of HAC	expression (qRT-PCR)		differentiation		chimera	microarray
			transgene	ES marker	*in vitro*	*in vivo*		
1-D6	S3	present	high	low	3 germ layers	teratoma	N/D	N/D
	S5	present	high	low	3 germ layers	teratoma	N/D	N/D
	S9	present	high	low	3 germ layers	teratoma	N/D	N/D
	S10	present	high	low	3 germ layers	teratoma	N/D	N/D
2-B1	F-B1	absent	none	high	3 germ layers	teratoma	chimera	Yes
	F-B2	absent	none	high	3 germ layers	teratoma	N/D	N/D
2-C6	F-C5	absent	none	high	3 germ layers	teratoma	chimera	Yes
2-E	F-E4	absent	none	high	3 germ layers	teratoma	chimera	Yes
	F-E8	absent	none	high	3 germ layers	N/D	N/D	N/D
2-H	F-H1	absent	none	high	3 germ layers	N/D	N/D	N/D
	F-H2	absent	none	high	3 germ layers	teratoma	N/D	N/D
	F-H3	absent	none	high	3 germ layers	N/D	N/D	N/D
2-J	F-J6	absent	none	high	3 germ layers	N/D	N/D	N/D
	F-J7	absent	none	high	3 germ layers	teratoma	N/D	N/D
2-L	F-L6	absent	none	high	3 germ layers	N/D	N/D	N/D
2-N	F-N7	absent	none	high	3 germ layers	teratoma	chimera	Yes
	F-N8	absent	none	high	3 germ layers	N/D	N/D	N/D
	F-N9	absent	none	high	3 germ layers	N/D	N/D	N/D

N/D not determined.

### Pluripotency of iHAC-free iPS cells

To assess the pluripotent state of the iHAC-free iPS cells, we performed qRT-PCR analyses using a variety of stem cell markers. The iHAC-free iPS cells expressed 12 pluripotency markers, including Sox2 and Oct4, at levels similar to those of mouse ES cells (Fig. 4C, D). Furthermore, to assess whether absence of transgenes enhanced the pluripotent state of the iHAC-iPS cells, we compared the global gene expression profiles of mouse ES cells, the iHAC1-iPS cells, the iHAC2-iPS cells, and the iHAC-free iPS cells. 

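Each of 16 RNA samples was hybridized to 1 array of a 1-colour Agilent whole mouse genome design. The samples were MEFs, the mouse ES cell lines B6ES and TT2, the retroviral iPS line 20D17, the iHAC1-iPS clones 1-A3, 1-B, 1-C3 and 1-D6, the iHAC2-iPS clones 2-B1, 2-C6, 2-E and 2-N, and the iHAC-free iPS lines F-B1, F-C5, F-E4 and F-N7, which were derived from those iHAC2-iPS clones in the same order. Replicates are therefore separate clones or cell lines, and MEFs and 20D17 have no replicate. The authors normalized the data with GeneSpring GX 11, whose settings the paper's text does not name. The values analysed here start from the scanner files, which give for each spot an intensity with the local background already subtracted and with no scaling between arrays. The log2 of this signal was taken relative to the 75th percentile of each array, and spots of the same probe were averaged. Of 41174 probes, 31415 were well above background on at least 1 array and were tested, and 19937 were well above background on all 16. Between 54.2% and 65.8% of the spots of an array were well above background, and none was saturated. Groups were compared with limma in 1 fit of all 16 arrays, in which the 2 ES lines share the spread of the other groups, and a probe was called when it differed at least 2-fold with an adjusted p under 0.05. The number of arrays, 2 to 4 per group, limits the precision of every difference. The arrays lay on 4 slides read in 2 scan sessions. Slides 1 and 2, of the first session, held MEFs, ES cells, 20D17 and the iHAC1-iPS clones, while slides 3 and 4, of the second session, each held 2 iHAC2-iPS clones and the iHAC-free iPS lines derived from them. For comparisons of iHAC2-iPS or iHAC-free iPS cells with ES or iHAC1-iPS cells, scan session and group cannot be told apart.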

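The distance between a pair of arrays was taken as the root mean square log2 difference over the 5355 probes that separate MEFs from ES cells by at least 4-fold. The mean distance to the 2 ES lines was 2.21 ± 0.356 (SD, n = 4) for iHAC1-iPS clones, 1.41 ± 0.0732 (SD, n = 4) for iHAC2-iPS clones and 1.02 ± 0.120 (SD, n = 4) for iHAC-free iPS lines. B6ES and TT2 were 0.958 apart, 20D17 lay at 1.06 from ES cells, and MEFs lay at 3.55. Every iHAC1-iPS clone was farther from ES cells than every iHAC2-iPS clone, by 0.800 on average, and every iHAC2-iPS clone was farther than every iHAC-free iPS line, by 0.381 on average. Each of these differences gave p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 arrays against 4 allow. For iHAC2-iPS clones and iHAC-free iPS lines the test treats the arrays as independent, although each line comes from 1 of the clones. Taken as 4 pairs, they could give no p under 0.125 in a two-sided exact sign-flip test. The difference between iHAC1-iPS and iHAC2-iPS cells, on this scale of distance, moved most when all detected probes were used in place of the 4-fold selection, where it was 0.165 with an exact permutation p of 0.200. Within slides, iHAC2-iPS clones were farther from ES cells than iHAC-free iPS lines by 0.385 on slide 3 and 0.378 on slide 4, and each of the 4 iHAC-free iPS lines was nearer to ES cells than its own parental clone. Clone 1-A3 was nearer to MEFs, at 2.44, than to ES cells, at 2.56. The iHAC-free iPS lines were farther from iHAC1-iPS clones than from ES cells by 1.17 and farther from iHAC2-iPS clones than from ES cells by 0.168 on average, with p = 0.125 for either in a two-sided exact sign-flip test, the smallest p that 4 lines allow. The latter difference was only 0.00925 in F-C5. The lowest of the 4 lines was at -0.00870 with the strict filter on dim probes and at -0.0321 over all detected probes, with an exact sign-flip p of 0.25 in both. They were closest to each other, at a mean distance of 0.721, against 1.19 among iHAC1-iPS clones and 1.21 among iHAC2-iPS clones.

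**Figure D1:**
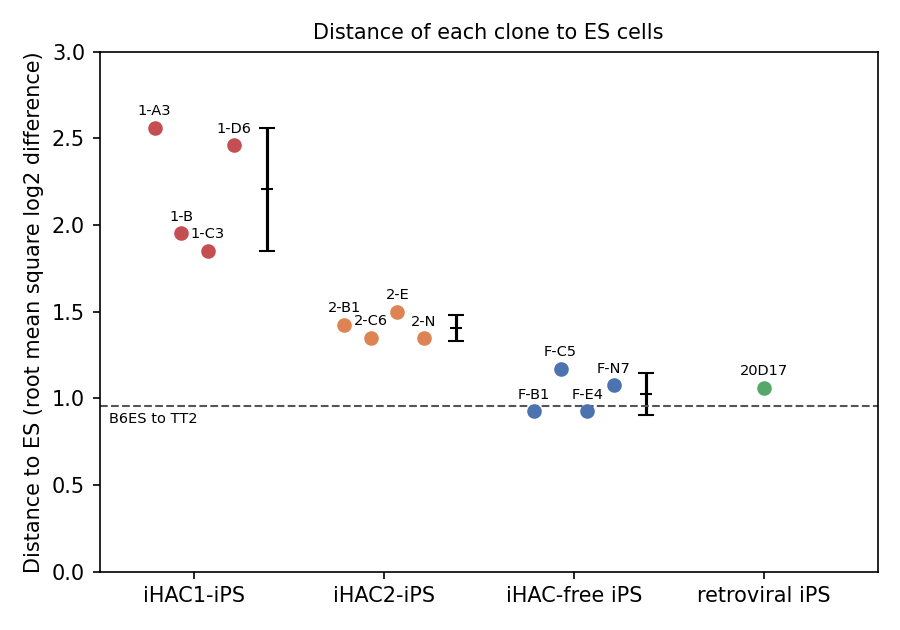
Distance to ES cells (vertical axis, root mean square log2 difference, mean of the distances to B6ES and TT2) of each iPS clone, by group. Points are clones, the bars to the right of each group of 4 are the mean ± SD, and the dashed line is the distance between B6ES and TT2.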

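Counts of called probes gave the same order in the fit of all arrays, but not under every alternative. Against ES cells, limma with Benjamini-Hochberg adjustment called 4483 probes in iHAC1-iPS cells (2162 higher, 2321 lower), 2113 in iHAC2-iPS cells (1085 higher, 1028 lower) and 115 in iHAC-free iPS cells (54 higher, 61 lower). With only the compared groups in the fit, these counts were 3868, 20 and 9. The order of iHAC1-iPS and iHAC2-iPS cells was reversed with no filter on dim probes, at 4338 and 4450. Of the latter, 3087 were higher and 1363 lower in iHAC2-iPS cells, so the near-even split was lost there. With the slide as a block the counts for iHAC1-iPS and iHAC2-iPS cells were 2438 and 3214. The slide was a fixed term in the former fit and a random term in the latter, so these counts are not ordered. Without B6ES the count for iHAC2-iPS cells was 370, and without TT2 it was 333. In direct comparisons, 6270 probes differed between iHAC1-iPS and iHAC2-iPS cells, 6303 between iHAC1-iPS and iHAC-free iPS cells, and 242 between iHAC2-iPS and iHAC-free iPS cells, of which 68 were higher and 174 lower in iHAC2-iPS cells. With the clone of origin as a block, the last count was 136. With single arrays left out it ranged from 41, without F-N7, to 971, without 2-N. Another scaling moved the share of higher calls by more than 10 percentage points in 3 comparisons. Under quantile normalization iHAC1-iPS cells had 3260 higher and 2800 lower probes than iHAC2-iPS cells, against 2728 and 3542. Under normexp background correction iHAC-free iPS cells had 59 higher and 115 lower than ES cells, and iHAC2-iPS cells had 114 higher and 160 lower than iHAC-free iPS cells. Smaller moves also changed which side was larger against ES cells. Quantile normalization gave 2140 higher and 2070 lower in iHAC1-iPS cells and 858 higher and 1105 lower in iHAC2-iPS cells, and normexp background correction gave 441 higher and 497 lower in iHAC2-iPS cells. With the deposited value table the larger side changed for iHAC1-iPS cells, at 2251 and 2241, and for iHAC-free iPS cells, at 59 and 57.
The 10 pluripotency markers with primers in Table S1 (Nanog, Esrrb, Dnmt3l, Utf1, Dppa5a, Khdc3, Dppa3, Tcl1, Zfp42 and Gbx2) had a median log2 difference from ES cells of -8.14 in iHAC1-iPS cells (limma's camera, adjusted p = 8.49e-08), -1.78 in iHAC2-iPS cells (adjusted p = 0.00589) and -0.05 in iHAC-free iPS cells (adjusted p = 0.793), each adjusted over 48 tests of lists. With probes not well above background on any iHAC1-iPS array set at their bound, the first median was -7.91, and with every single value not well above background set at the lowest signal that is, or at its own where higher, it was -7.70. All 10 were lower in iHAC1-iPS cells, 9 of them called over all probes and 9 adjusted over the list alone. In iHAC2-iPS cells 10 were lower, 2 of them called over all probes and 3 adjusted over the list alone. In iHAC-free iPS cells 6 were lower and limma called 0 either way, with 0 at an unadjusted p under 0.05. Between iHAC2-iPS and iHAC-free iPS cells the median was -1.72 (limma's camera, adjusted p = 1.24e-04), with 0 called by limma over all probes, 4 adjusted over the list alone and 4 at an unadjusted p under 0.05, and between iHAC1-iPS and iHAC2-iPS cells it was -4.70 (adjusted p = 2.72e-04). Among 20 fibroblast genes, fixed in advance, the median log2 difference from ES cells was 1.46 in iHAC1-iPS cells (limma's camera, adjusted p = 1.96e-04), with 9 called over all probes, 8 of them higher, and 11 adjusted over the list alone. It was 0.46 in iHAC2-iPS cells (limma's camera, adjusted p = 0.350) and 0.78 in iHAC-free iPS cells (adjusted p = 0.00209), where limma called 0 over all probes and 0 adjusted over the list alone, with 2 and 5 at an unadjusted p under 0.05. Between iHAC2-iPS and iHAC-free iPS cells the median was -0.33 (limma's camera, adjusted p = 0.0207, and fry, adjusted p = 0.501), with 19 of 20 lower in iHAC2-iPS cells, against the order of the distances and markers, and limma called 0 over all probes and 0 adjusted over the list alone, with 0 at an unadjusted p under 0.05. Without B6ES, the ES line with the lower levels of these genes, the median in iHAC-free iPS cells was 0.10. Under limma's fry, which sets no correlation between genes in advance, the marker differences of iHAC1-iPS from ES cells (adjusted p = 1.05e-04) and from iHAC2-iPS cells (adjusted p = 3.81e-04) held. Those of iHAC2-iPS from ES cells (fry, adjusted p = 0.107) and from iHAC-free iPS cells (adjusted p = 0.0874) did not, nor did the fibroblast genes in iHAC1-iPS (adjusted p = 0.0658) or iHAC-free iPS cells (adjusted p = 0.289).

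**Figure D2:**
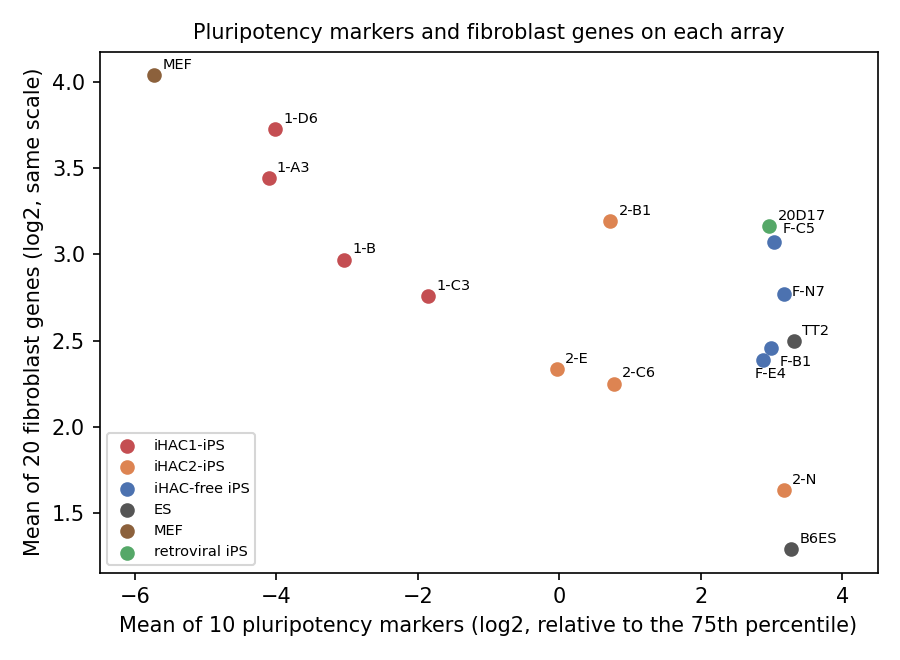
Mean log2 level of 10 pluripotency markers (horizontal axis) and of 20 fibroblast genes (vertical axis) on each of the 16 arrays, relative to the 75th percentile of the array. Each point is 1 array, coloured by group.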

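Single genes show the size of these differences. Dppa3 (probe A_51_P195044, chromosome 6 of mm9, 122580134 to 122580193) had a log2 level of -6.20 ± 1.27 (SD, n = 4) in iHAC1-iPS, 1.25 ± 1.27 (SD, n = 4) in iHAC2-iPS, 3.71 ± 0.278 (SD, n = 4) in iHAC-free iPS and 3.82 ± 0.280 (SD, n = 2) in ES cells. Its log2 difference from ES cells was -10.01 in iHAC1-iPS cells (standard error 0.80, limma's adjusted p = 2.50e-05), but it was well above background on only 1 of the 4 iHAC1-iPS arrays, so that its size is not measured. With the other 3 at the lowest signal well above background, the difference was -9.07, a bound. In iHAC2-iPS cells the difference was -2.57 (standard error 0.80, limma's adjusted p = 0.0552) and was called under normexp background correction, with the slide as a block and with single arrays left out. Rbmxl2 was at least 350-fold lower in iHAC1-iPS than in ES cells, a bound because it was not well above background on any iHAC1-iPS array. Such bounds set the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal well above background, or of the probe itself where that is higher. Foxd1, which codes for a transcription factor, was higher in iHAC1-iPS than in ES cells by 7.71 on the log2 scale (standard error 1.28, limma's adjusted p = 0.00186). The probe A_51_P179672 of Hbb-bh1 was at least 176-fold higher in iHAC1-iPS and at least 61.5-fold higher in iHAC2-iPS than in ES cells, although the other probe of the gene was well above background on 0 of those 8 arrays. In iHAC-free iPS cells, by the fitted difference, the largest called increase over ES cells was that of Uty, on chromosome Y, at least 3.89-fold. The largest called decrease by the fitted difference was that of BC006965, at least 15.5-fold. Ranked by such bounds, the increase of Drc3, also called, was above that of Uty. Uty was no longer called under normexp background correction, where its log2 difference was 0.54, nor was BC006965 with only the compared groups in the fit. The paper compares these profiles to assess whether the absence of transgenes enhanced the pluripotent state of the cells, and reads the similarity to ES cells from hierarchical clustering and scatter plots (Fig. 5A, B).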

Unsupervised hierarchical clustering and scatter plots showed that the iHAC-free iPS cells were more similar to ES cells than to the iHAC1-iPS cells and the iHAC2-iPS cells, and that the iHAC1-iPS cells were most distant from ES cells (Fig. 5A, B). All 7 iHAC-free iPS clones examined (F-B1, F-B2, F-C5, F-E4, F-H2, F-J7 and F-N7) also had differentiation potential in both *in vitro* (EB-based) and *in vivo* (teratoma) assays. Furthermore, 4 of 4 iHAC-free iPS clones tested gave rise to live chimeras (Fig. 6A-C). Although it remains to be determined whether germ line transmission in adult chimeras occurs, it can be said that the iHAC-free iPS cells were pluripotent.

**Figure 5:**
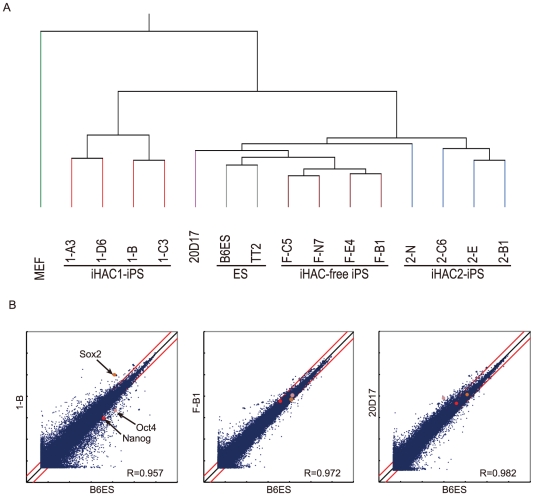
Global gene expression analysis of iHAC1-, iHAC2-, and iHAC-free iPS cells. (A) Unsupervised hierarchical clustering of global gene expression profiles from ES cells, iPS cells generated by retroviral or iHAC vectors, and MEFs. (B) Scatter plots of microarray data comparing ES cell line B6ES to iHAC1-iPS 1-B, iHAC-free iPS F-B1 and retroviral iPS 20D17 cells. Highlighted marks indicate core pluripotent markers, Nanog, Oct4 and Sox2. Red lines indicate two-fold changes in expression between samples.

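The tree was rebuilt by centroid linkage on the Euclidean distance over the probes of the 4-fold selection, with the probe values on the log2 scale. Fig. 5A was read as 14 branches, each a set of arrays that join before any other does, and 11 of the 14 were found. The 4 iHAC1-iPS clones formed a branch outside all other iPS and ES cells, the 4 iHAC-free iPS lines formed a branch of their own, and this branch joined B6ES and TT2 before 20D17 or any iHAC2-iPS clone did. Of the branches not found, that of B6ES with TT2 was replaced by B6ES joining the iHAC-free iPS lines first, and that of F-B1 with F-E4 by F-E4 joining F-C5 and F-N7 first. The branch that joins 2-N to ES and iHAC-free iPS cells before the other iHAC2-iPS clones was also missing, since 2-B1, 2-C6 and 2-E joined before 2-N. Between 9 and 12 of the 14 branches were found under the 9 alternatives, with 9 under quantile normalization.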

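Pearson's R of the log2 signal with B6ES was 0.964 for 1-B, 0.985 for F-B1 and 0.983 for 20D17. It was taken over all probes, with no filter on dim ones. These correlations run across probes, which are not independent replicates, so they have no p-value here. Over all clones, R with B6ES lay between 0.943 and 0.968 for iHAC1-iPS, between 0.965 and 0.972 for iHAC2-iPS and between 0.975 and 0.986 for iHAC-free iPS cells, and it was 0.988 for TT2. Spearman's rank correlation moved the values most for F-B1 and 20D17, to 0.971 and 0.9697, while for 1-B the lowest value was 0.941, over the probes well above background on all arrays. On the linear scale 20D17, at 0.988, was above F-B1, at 0.986.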

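In 1-B, Nanog was lower than in B6ES by a log2 difference of -2.08, Sox2 by -2.70, and the Oct4 gene Pou5f1 was higher by 3.01. In F-B1 the log2 differences from B6ES were 0.55 for Nanog, -0.78 for Pou5f1 and -0.31 for Sox2, and in 20D17 they were 0.17, -0.13 and -0.85. All of these keep their sign under the other scalings. Between the ES lines themselves, TT2 differed from B6ES by 0.52 for Nanog, 0.44 for Pou5f1 and -0.37 for Sox2. Each gene was read by 1 probe, and the files place the probes of Nanog and Pou5f1 at 122664091 on chromosome 6 and 35647280 on chromosome 17 of mm9. The design holds no second Pou5f1 probe that would tell apart the transcripts of the cell's own gene and of the Oct4 cDNA on the iHAC. With replicates, Pou5f1 was higher in iHAC1-iPS than in ES cells by 2.77 (standard error 0.49, limma's adjusted p = 0.00263), and Nanog was lower, at -2.78 (standard error 0.71, limma's adjusted p = 0.0165). Sox2 was lower in iHAC1-iPS cells, at -2.48 (standard error 0.61, limma's adjusted p = 0.0141), a call lost when single arrays were left out. None of the 3 was called in iHAC-free iPS cells.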

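For each pair of arrays, the probes well above background on at least 1 of the pair were compared. Of these, 6919 differed at least 2-fold between 1-B and B6ES, 2829 between F-B1 and B6ES, and 3767 between 20D17 and B6ES. Each comparison is of 1 array with 1 array, so these counts have no replicate check. Under normexp background correction, which draws dim probes together, the counts were 2968, 681 and 1148, and with no filter on dim probes they were 8901, 4538 and 5554. The order of the 3 comparisons was the same under each of these settings.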

**Figure 6:**
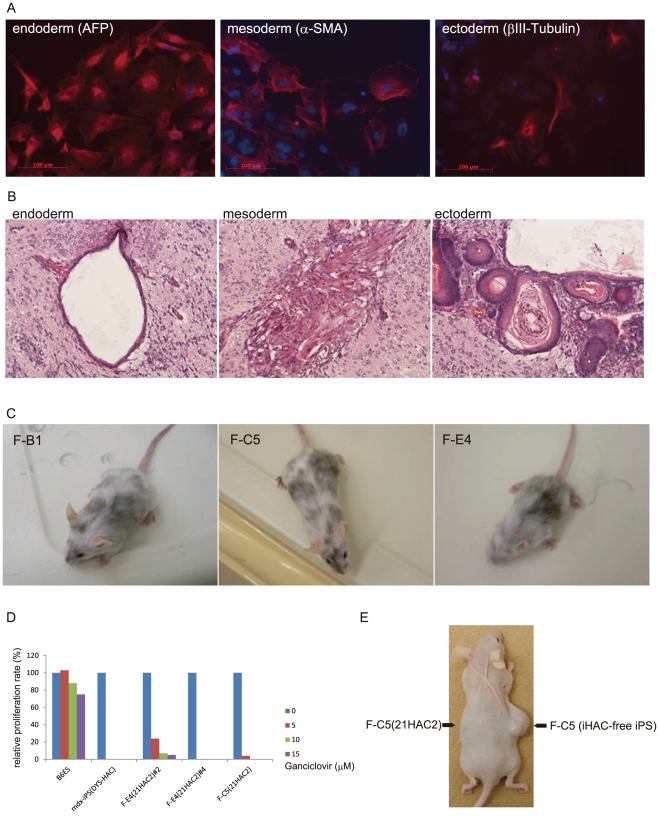
Pluripotency of iHAC-free iPS cells and a HAC safeguard system. (A) *in vitro* differentiation mediated by EB formation. (B) Representative images of various tissues present in teratomas derived from iHAC-free iPS F-C5 cells. (C) Live-born chimeras from iHAC-free iPS clones. (D, E) Confirmation of the HAC safeguard system. Growth of iHAC-free iPS clones re-transformed with 21HAC2 or with a retroviral iPS clone harboring DYS-HAC was inhibited by GCV *in vitro* (D). Parental iHAC-free iPS F-C5 and F-C5/21HAC2 were subcutaneously transplanted into nude mice. 30 mg/kg GCV was then administered intraperitoneally for 24 consecutive days (E).

### A safeguard system

Our 21HAC vectors carry a suicide gene, *HSV*-TK, to eliminate cells with undesirable or unexpected phenotypes (e.g., tumor development) [18]. To verify that this safeguard system functions in iPS cells, we introduced a 21HAC2 vector into Duchenne muscular dystrophy (DYS) model (mdx)-iPS cells previously generated from MEFs of mdx mice by the retroviral transduction of four reprogramming factors [34]. The mdx-iPS(DYS-HAC) cells were produced by the transfection of 21HAC2, harboring *HSV*-TK, and a full-length Dystrophin locus. GCV, administered consecutively over 32 days, selectively repressed advancement of teratomas from the mdx-iPS(DYS-HAC) cells, but not of control mdx-iPS cells, and administration of PBS had no effect on either cell line (Fig. S5). Next, we assessed the effects of GCV on iHAC-free iPS cells (derived from the iHAC2-iPS cells) that were transferred with 21HAC2. The 21HAC2 was introduced into iHAC-free iPS clones F-C5 and F-E4. Isolated iPS clones carrying 21HAC2 were tested for sensitivity to GCV. The iPS clones exhibited *in vitro* growth retardation in 5 µM GCV, which is the effective dosage for mouse ES cells carrying 21HAC2 [18]. Advancement of a teratoma from F-C5/21HAC2, but not from F-C5, was inhibited by consecutive administration of GCV (Fig. 6D, E). Therefore, the *HSV*-TK suicide system of the HAC vectors operated in iPS cells that were generated by either a retrovirus vector or the iHAC2 vector. In addition, the iPS cells carrying 21HAC2 differentiated into all three germ layers in the teratoma and contributed to chimera development (data not shown), suggesting that the re-introduced 21HAC2 vector did not affect the pluripotency of iPS cells.

## Discussion

We demonstrate that a HAC vector containing expression cassettes for four reprogramming factors and a p53-knockdown construct efficiently reprogrammed somatic cells to pluripotency. In addition, we established integration-free iPS cells derived from these reprogrammed cells. Inserting all expression constructs into a defined cloning site on the HAC vector, which was maintained stably and independently of host chromosomes in cells, resulted in homogenous expression levels of the transgenes in HAC donor and recipient cells. Once configuration of an expression cassette in the HAC vector is optimized for the generation of iPS cells, the resulting uniformity of transgene expression in target cells is an advantage in promoting reprogramming efficiency and reducing clonal variation in the resulting iPS cells. Thus, the HAC-based reprogramming strategies are expected to be more effective in establishing homogenous iPS clones than other methods, including DNA transfection and viral transduction, which are both unable to regulate the quantity of xeno-products in modified cells. Nonetheless, the transfer rate of HAC vectors via MMCT is relatively low, i.e., 10^-5^. To overcome this drawback, our protocol was enhanced with two procedures. First, to sustain high expression levels of individual reprogramming factors, each factor was surrounded with insulators. Second, to potentiate the reprogrammed state, miR294 cluster mimics, which promote induced pluripotency [35], were added after MMCT. Indeed, although the overall efficiency of reprogramming by our iHAC strategy was approximately 0.001%, more than half of iHAC-bearing cells developed an ES-like phenotype (iHAC1, 57%; and iHAC2, 62%). Furthermore, vector-free, transgene-free iPS cells were established from a third of the iHAC2-iPS lines. Notably, the effect of iHAC2 on the generation of iPS cells was no longer dependent on the addition of miR294 cluster mimics, because the pluripotent state induced by iHAC2 alone was sufficiently high. Therefore, the HAC vector system did facilitate somatic cell reprogramming by homogenous expression of the transgenic reprogramming factors and established vector-free, transgene-free iPS cells, which are suitable for clinical applications. Nevertheless, the MMCT frequency needs to improve. An improved MMCT technology may enhance the frequency of reprogramming by iHAC (50-100 times) [36].

All iHAC1-iPS cells satisfied some criteria of pluripotency (e.g., alkaline phosphatase staining, EB formation, ability of EB cells to differentiate into three germ layers); however, the iHAC1-iPS cells expressed only low levels of various pluripotent markers, indicating only partial reprogramming. In contrast, expression of pluripotent markers in most of the iHAC2-iPS cells was significantly upregulated and close to that in ES cells. These results were consistent with previous studies, which demonstrated that increasing Oct4 expression relative to the other three reprogramming factors [37] and suppression of the p53 pathway [25]-[29] resulted in enhanced reprogramming efficiency. Notably, in both iHAC1-iPS and iHAC2-iPS cells, gene silencing of the transgenic reprogramming factors was incomplete or nonexistent because each reprogramming factor was surrounded by multiple copies of the insulator. Moreover, expression levels of anti-proliferative genes in the iHAC1-iPS and the iHAC2-iPS cells were similar to those in ES cells, and were not upregulated (Fig. S6). Therefore, the major cause of the partial reprogramming in the iHAC1-iPS cells, but not the iHAC2-iPS cells, may be inadequate activation of endogenous pluripotent genes rather than sustained expression of transgenes or induction of anti-proliferative genes. Recently, it has been demonstrated that Nanog drives partially reprogrammed cells into ground state pluripotency [38]. Therefore, we can assume that p53 shRNA and the additional copies of Oct4 encoded by iHAC2 may have contributed to consolidating connections between core transcription factor networks and the enhanced expression of genes like Nanog [39]. This hypothesis is supported by the evidence that supplementation of miR294/295 was no longer required for the iHAC2 reprogramming protocol. These results indicate that transgene integration into a defined cloning site on a HAC vector may also be useful for screening other reprogramming factors that improve the quality of iPS cells and increase overall efficiency.

Removal of potential obstacles, such as persistent exogenous genes or chemicals, the maintenance of normal cellular functions and the preservation of genome integrity are fundamental to the application of iPS cells in regenerative medicine. Here, we demonstrated that a HAC vector can mediate somatic cell reprogramming and that transgene-free, vector-free iPS cells can be obtained from iHAC2-iPS cells using simple FACS sorting; in contrast, other systems require prolonged culture, vector excision and drug selection to obtain integration-free iPS cells. Furthermore, the iHAC-free iPS cells generated using iHAC2 did not exhibit chromosomal aberrations, although the present version of iHAC2 contained a p53-knockdown construct. Thus, the strategy of using HAC vectors to generate integration-free iPS cells might be valuable. Moreover, the HAC vector itself was safe because it was maintained independently of host chromosomes, and importantly, chimeric mice were produced from mouse ES/iPS cells harboring a HAC vector [18], [19], [34]. We have demonstrated that HAC vectors are able to carry therapeutic genes, especially genomic loci larger than 1 Mb, and that they are able to correct multiple cellular defects in target cells without transgene integration [20], [34]. As illustrated in Figure 7, our overall strategy for regenerative medicine using HAC vectors equipped with one or more suicide genes as a safeguard system may facilitate the generation of patient-specific iPS cells that complement genetic traits causing diseases without risking genomic alteration and other undesirable outcomes.

**Figure 7:**
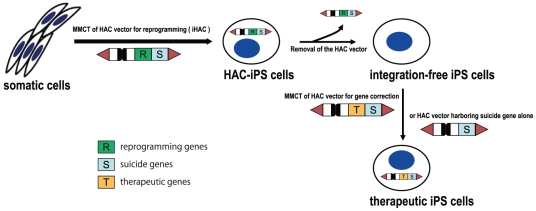
Regenerative medicine strategy using HAC vectors. Our proposed strategy to generate patient-specific iPS cells with therapeutic transgenes carried by HAC vectors is depicted. Integration-free iPS cells are created from patient-specific somatic cells by HAC-mediated reprogramming (iHAC). Subsequently, correction of a gene lesion is achieved by the addition of a HAC with a therapeutic gene and a suicide gene.

## Supporting Information

Figure S1 **Transgene expression in CHO donor cells.** Expression of the four reprogramming factors contained in the iHAC vectors was confirmed by RT-PCR. In qRT-PCR assays, transcript levels of transgenes were standardized to Gapdh. Transcript levels in CHO/iHAC2/mp25 were compared to levels in CHO/iHAC1/E15.
(EPS) Click here for additional data file.

Figure S2 **Characterization of iHAC1-iPS cells.** (A) Alkaline phosphatase staining of iHAC1-iPS 1-A10, 1-C3, 1-D10 and mouse ES TT2 cells. (B, C) Immunostaining of pluripotent markers. iPS cells with the iHAC1 vector and that were positive for EGFP (green) were stained for Nanog (B) and Oct4 (C).
(EPS) Click here for additional data file.

Figure S3 ***In vitro*** **differentiation of iHAC1-iPS cells.** (A) EB formation. (B) Phase-contrast images showing differentiated cells derived from EBs. (C) Immunostaining confirming that iHAC1-iPS cells differentiated into each germ layer *in vitro*.
(EPS) Click here for additional data file.

Figure S4 **Expression levels of pluripotent markers, Nanog and Rex1.** Pluripotency of iHAC2-iPS cells generated without miR-294/295 was compared to that of iHAC2-iPS cells with miR-294/295 by quantitative RT-PCR analyses of Nanog and Rex1 expression. Transcript levels were standardized to Nat1 and normalized to B6ES cells.
(EPS) Click here for additional data file.

Figure S5 **Anti-proliferative effect of GCV on** ***HSV*** **-TK-containing mdx-iPS(DYS-HAC) cells** ***in vivo*** **.** Parental mdx-iPS cells and mdx-iPS(DYS-HAC) cells were subcutaneously transplanted into nude mice, then GCV was administered intraperitoneally. Tumor volume was calculated using the formula [width (mm)]×[length (mm)]×[depth (mm)]. Administration of PBS was used as a control.
(EPS) Click here for additional data file.

Figure S6 **Expression levels of p53, Ink4a, Arf and Cip1.** Quantitative RT-PCR analyses of p53, Ink4a, Arf and Cip1 levels in iHAC1- and iHAC2-iPS cells were compared with levels in parental MEFs and mouse ES cells. Transcript levels were standardized to Nat1 and normalized to B6ES cells.
(EPS) Click here for additional data file.

Table S1 **Primers used for PCR analyses.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

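The processing covers the global gene expression experiment, with 16 samples: 1 of MEFs, 2 of ES cells (B6ES and TT2), 1 of the retroviral iPS line 20D17, and 4 each of iHAC1-iPS clones, iHAC2-iPS clones and iHAC-free iPS lines. Conditions were taken from the sample titles, Table 2, Table 4 and the legend of Fig. 5. Each sample was hybridized by the authors to 1 Agilent array with 1 colour (Cy3).

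The authors scanned the arrays and extracted the spots with Agilent's Feature Extraction software, in 2 versions that follow the 2 scan sessions. The deposited scanner files give each spot's intensity on a linear scale, without scaling between arrays: a processed signal with the local background subtracted, and the mean intensity and median background before subtraction. The authors then normalized the data in GeneSpring GX 11. The deposited value table holds log2 values, centred for each probe, and set against the scanner values its columns gave slopes between 0.999 and 1.001 and correlations of at least 0.9997 across 41174 probes, so it was used as an alternative.

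From the processed signal, control spots and spots marked as outliers were left out, spots of the same probe were averaged, and log2 of the signal was taken minus the 75th percentile of the array. Probes well above background on at least 1 of the 16 arrays were tested, 31415 in all. Of these, 28 lacked a value on some array, so distances used 31387. Pearson's and Spearman's correlations with B6ES used all probes, with no filter on dim ones unless the strict filter is named. Gene names come from the files and, through RefSeq accessions, from a table of current symbols, which named 26690 of the 28026 probes with such an accession. Probe positions are those of the files, on mm9. No spot was saturated, and 54.2% to 65.8% of the spots of an array were well above background.

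Groups were compared in 1 limma fit (lmFit and eBayes) of all arrays with 6 groups, and a probe was called with an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 2-fold. Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry as an alternative, and the p of the 48 tests (8 lists in 6 comparisons) was adjusted together, a step added after the data were seen. The lists, written before the data were examined, were the pluripotency markers, the reprogramming factors and the anti-proliferative genes of Table S1, and fibroblast genes, p53 targets, imprinted genes, sex-linked genes and germ layer genes. A list of erythroid genes was written after 1 globin probe had been seen. For each gene the probe with the highest mean over the arrays was used. Genes were named by a rule set in advance: every gene with primers in Table S1, and in each comparison the 5 largest increases and 5 largest decreases among called probes whose groups did not overlap. A selection of these is given.

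Distances between arrays are root mean square log2 differences over the probes that differ 4-fold between MEFs and ES cells, after the selection that the paper's methods state, and were compared by exact permutation tests. The tree used centroid linkage, as the methods state. The limma steps were tested on simulated data with 200 probes changed by known amounts, at least 4-fold, among 31387. They recovered 72.5% of them for iHAC1-iPS against ES cells, 75.5% for iHAC2-iPS against ES cells, 73.0% for iHAC-free iPS against ES cells and 84.0% for iHAC2-iPS against iHAC-free iPS cells. Each simulated probe had the same spread in every group. Recovery of changes near the 2-fold threshold, or with unequal spread between groups, was not measured.

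The iHAC-free iPS lines F-B1, F-C5, F-E4 and F-N7 come from the clones 2-B1, 2-C6, 2-E and 2-N (Table 4), so these samples are paired by cell line. In their deviations from the group means the pairs had correlations between -0.219 and 0.0800, against -0.105 to 0.216 for other pairs. The fit with the line of origin as a block was run as an alternative.

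The alternatives set before the data were examined were normexp background correction (offset 50), quantile normalization, the deposited value table, no filter and a strict filter on dim probes, the slide as a block (random where no slide holds both groups), only the compared groups in the fit, 1 probe per gene, leaving out each array in turn, and, for distances and correlations, another probe selection, distance, linkage, scale or rank. R was 4.3.3 with limma 3.58.1, and Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR experiments were not analysed here.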

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

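The tests of the slide for 2-C6, of iHAC transcripts, of scan session, sample labels, feeder cells and X chromosomes for the sex-linked genes were chosen after the result was seen. The tests of other cells' RNA in 2-C6 and of erythroid genes were written once the pattern had been seen but before they were run, and those of X-linked genes in ES cells and of whole chromosomes before the result.

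A sample far from the other 3 of its group was found in 11 of 171 groups of 4 for the 57 named probes, and chance gives about 8.55, 1 in 20. It was found in none of 39 groups for array summaries (distances, list means, X-linked and Y-linked levels and the share of spots above background). Clone 2-C6 accounts for 4 of the 11. Its log2 levels were 1.66 for Foxd1, -1.70 for Avil, -1.12 for Slc10a4 and 4.04 for Slc38a5, above the other iHAC2-iPS clones, whose highest levels were -3.56, -6.18, -6.26 and 1.65. All 4 genes are among those higher in iHAC1-iPS cells. The slide was argued against, since 2-E, on the same slide, had a Foxd1 level of -3.77. RNA from iHAC1-iPS cells in the 2-C6 sample stays open: of 79 probes at least 16-fold higher in iHAC1-iPS than in iHAC-free iPS cells, 10.1% were below 5% of the iHAC1-iPS level in 2-C6, against 43.0% in 2-B1, 51.9% in 2-E and 49.4% in 2-N, and a limit of 10% had been set. A mixed sample and a less complete reprogramming of this clone cannot be told apart by this value, and the latter was not tested.

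The other 7 were single probes. Cd59a was at -1.53 in 2-N, against 2.44 to 2.77 in the other iHAC2-iPS clones. Among iHAC1-iPS clones, Aard was at -4.73 in 1-B against a highest level of -7.17 in the others, Tex13b at -5.95 in 1-A3 against -7.63, Klf4 at 2.90 in 1-D6 against 2.15, and Olfr1395 at -1.50 in 1-D6 against -3.02. Among iHAC-free iPS lines, Aard was at -1.22 in F-E4 against a lowest level of -1.04, and Ooep at 3.35 in F-C5 against a highest level of 3.04. No explanation, technical or biological, was tested for these 7.

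A probe of Hbb-bh1 (A_51_P179672), a gene the paper does not discuss, was well above background on all 8 arrays with an iHAC, at log2 levels from -0.62 to 2.19, and on 1 of the 8 arrays without one, that of 20D17, where levels ran from -7.65 to -2.39. It was at least 139-fold higher in iHAC1-iPS than in iHAC-free iPS cells. Expression of erythroid genes was argued against, since 13 other such genes had a median log2 difference of -0.56 between these groups, with 3 of them higher, and of 0.19 between iHAC2-iPS and iHAC-free iPS cells, with 7 higher. The other Hbb-bh1 probe differed by 0.027 between iHAC1-iPS and iHAC-free iPS cells and by 0.57 between iHAC2-iPS and iHAC-free iPS cells, and was above background on 0 of the 8 arrays with an iHAC. This is consistent with a transcript of the iHAC that the first probe reads, but no sequence was compared, and the hypothesis was formed on these data.

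Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), which the paper does not analyse, were higher by 3.33 on the log2 scale, as a mean of the 4, in the 10 arrays other than ES and iHAC1-iPS than in ES cells. Their mean lay between -5.21 and -4.30 in the 6 ES and iHAC1-iPS arrays and between -3.03 and -0.28 in the others. Scan session was argued against by MEFs and 20D17, of the same session as ES and iHAC1-iPS cells, the lower of which was at -1.57. A single wrong label was argued against because all 6 arrays lie below the others, the highest at -4.30. RNA of male feeder cells in the iHAC2-iPS arrays was argued against, since their Y-linked genes were at 85.7% or more of the MEF level, while the probes 4-fold higher in MEFs were at 12.6% to 21.3% of it. By the same measure it was argued against in F-B1, F-C5 and F-E4, where the lowest share was 39.96%, against at most 17.2% for the probes higher in MEFs. It stays open in F-N7, where the share was 24.2%, under the limit of 2 times the share of those probes. There Ddx3y and Eif2s3y, at -0.89 and -0.81, were below MEFs, at 1.18 and 1.45, while Uty, at -3.87, was at the level of MEFs, at -3.91, and a single gene on 1 array does not decide it. Female cells with a pair of active X chromosomes in all 6 were argued against by ES cells, where X-linked minus autosomal level was at most 0.032, against up to 0.079 in the 10 other arrays. The mean of ES cells exceeded that of those 10 arrays by 0.043. The sex of the embryos and lines, or a lost Y chromosome, stays open and was not tested.

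X-linked genes, which the paper does not analyse, were higher relative to autosomal genes in iHAC1-iPS than in ES cells by 0.335 on the log2 scale. The same level was higher than in iHAC2-iPS cells by 0.373 and than in iHAC-free iPS cells by 0.426 (exact permutation p = 0.0286 for each, the smallest that 4 arrays against 4 allow). The lowest of the 4 iHAC1-iPS arrays was at 0.245, above all others, and the order was the same under normexp background correction and quantile normalization. A pair of active X chromosomes in female, incompletely reprogrammed cells is a possible explanation, but the values do not decide it, since the sex of the embryos is not known and the lowest iHAC1-iPS array lay within 0.25, the limit set for this test, of the highest other array. Scan session was argued against, because MEFs, ES cells and 20D17, of the same session as all iHAC1-iPS clones, were at -0.062 to 0.079. Xist was higher in iHAC1-iPS than in ES cells by 2.74 on the log2 scale (standard error 0.61, limma's adjusted p = 0.00857), with levels of 0.25 to 2.56 in the iHAC1-iPS clones, -1.96 and -1.05 in ES cells and 1.105 in MEFs. Whether this reflects the number or the activity of X chromosomes was not tested.

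On chromosome 8, B6ES was above the mean of the other arrays, MEFs left out, by a median of 0.285 on the log2 scale over 1044 probes, the largest autosomal shift of any array. The parts of the chromosome gave 0.230, 0.293 and 0.323. A gain of the chromosome in part of the cells remains possible, but the smallest of these, 0.230, was under the limit of 0.25 set for every part, and 0 of 300 pairs of array and chromosome passed it. With 1 array of this line, a difference of strain or culture was not tested.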

How the results depend on the processing

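All alternatives here were set before the data were examined, and the tests of other groupings of the arrays were too, apart from that among groupings that part all pairs, which was chosen after the result was seen. Over 26 comparisons and counts, 151 of 188 alternative values kept their direction and side of the threshold or stayed within 1.5 times the count, and 114 of 138 did so with single arrays left out. The cause of a change was not tested unless one is given.

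Normexp background correction gave 2362 called probes for iHAC1-iPS against ES cells, 938 for iHAC2-iPS against ES cells, 174 for iHAC-free iPS against ES cells, 2612 for iHAC1-iPS against iHAC2-iPS cells and 2980 for iHAC1-iPS against iHAC-free iPS cells. It also moved the median of all probes from 0.02 to -0.16 for iHAC-free iPS against ES cells, from 0.05 to 0.16 for iHAC2-iPS against iHAC-free iPS cells and from 0.02 to 0.19 for iHAC1-iPS against iHAC-free iPS cells, so calls there are relative to that shift. It left 1805 probes in the 4-fold selection, gave 2968, 681 and 1148 probes beyond 2-fold for 1-B, F-B1 and 20D17, and gave a median of 0.41 for the p53 targets, no longer past the threshold in camera, where the medians over all alternatives of that list were 0.40 to 0.46. The strict filter on dim probes, which tests fewer probes, gave 2746 calls for iHAC1-iPS against ES cells, 292 for iHAC-free iPS against ES cells, 3226 for iHAC1-iPS against iHAC2-iPS cells and 3354 for iHAC1-iPS against iHAC-free iPS cells, a 4-fold selection of 1979, R of 0.941 for 1-B and 0.973 for 20D17, and a median of -0.63 for the pluripotency markers in iHAC2-iPS against ES cells, not past the threshold in camera, where the other alternatives were past it before adjustment over the lists. With no filter, 4450 probes were called for iHAC2-iPS against ES cells and 65 for iHAC-free iPS against ES cells, and 4538 lay beyond 2-fold for F-B1. With 1 probe per gene, 1308 genes were called for iHAC2-iPS against ES cells, from fewer tests.

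With the slide as a block, 2438 probes were called for iHAC1-iPS against ES cells, 3214 for iHAC2-iPS against ES cells, 722 for iHAC-free iPS against ES cells and 159 for iHAC2-iPS against iHAC-free iPS cells. For iHAC1-iPS against ES cells the block was a fixed term. For both comparisons of iHAC2-iPS and iHAC-free iPS cells with ES cells it was random with a correlation of -0.120, and a negative value narrows the standard errors. With only the compared groups in the fit, 20 probes were called for iHAC2-iPS against ES cells, 9 for iHAC-free iPS against ES cells and 102 for iHAC2-iPS against iHAC-free iPS cells. These fits held fewer samples. With as few, iHAC1-iPS against ES cells gave 3868 calls, against 4483, and the cause of the larger falls was not tested. The pluripotency markers in iHAC-free iPS against ES cells had a median of 0.0623 under quantile normalization and 0.0531 with the slide as a block, against -0.05, and none of these was past the threshold. Under fry, the fibroblast genes in iHAC-free iPS against ES cells, at the same median of 0.78, were not past the threshold. Spearman's correlation with B6ES was 0.948 for 1-B, 0.971 for F-B1 and 0.9697 for 20D17. Over all detected probes, the distance of iHAC1-iPS minus that of iHAC2-iPS clones to ES cells was 0.165 with an exact permutation p of 0.200, against 0.0286 in each other alternative. The other distance comparisons kept their direction on average, although for the distance of iHAC-free iPS lines to iHAC2-iPS clones minus that to ES cells the lowest line fell below 0, to -0.00870 with the strict filter, -0.0321 over all detected probes, -0.0109 without B6ES, -0.0390 without TT2, -0.0438 without 2-C6 and -0.0117 without 2-E, and the tree kept 9 to 12 of 14 branches. The value table was not run for R, since its centring for each probe removes the spread that R measures.

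Pairing the iHAC-free iPS lines with their clones of origin as a replicate block gave 136 called probes for iHAC2-iPS against iHAC-free iPS cells, 120 of them among the 242. It left the median of the p53 targets at 0.46, past the threshold in camera before adjustment over the lists. Among named genes it changed 3: Aard and Oit1 were no longer called and Khdc3 was.

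With single arrays left out, the called probes ranged from 1867, without B6ES, to 4690 for iHAC1-iPS against ES cells, and from 333, without TT2, to 3722, without 2-C6, for iHAC2-iPS against ES cells. They ranged from 16, without F-N7, to 57, without TT2, for iHAC-free iPS against ES cells, and from 41, without F-N7, to 971, without 2-N, for iHAC2-iPS against iHAC-free iPS cells. Where B6ES or TT2 is left out, the remaining ES line is assumed to vary like the other groups. The fibroblast genes in iHAC2-iPS against ES cells had medians from -0.19, without B6ES, to 1.06, without TT2, where they were past the threshold, and 0.65 without 2-N. In iHAC-free iPS against ES cells they had medians from 0.10, without B6ES, where they were no longer past the threshold, to 1.43, without TT2, where they were, and in iHAC1-iPS against ES cells from 0.90, without B6ES, to 1.94, without TT2, past the threshold in both, so the sign or size depends on the ES line in all 3. The p53 targets in iHAC2-iPS against iHAC-free iPS cells had medians from 0.26, without 2-E or without F-B1, to 0.51, without F-C5. The distance difference between iHAC1-iPS and iHAC2-iPS clones stayed between 0.682 and 0.919. Without 2-B1, 2-C6 or 2-N its exact permutation p was 0.0571, and without 2-E, with as many arrays, it was 0.0286.

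Of 938 alternative values for 123 pairs of named gene and comparison, 814 kept their side of the threshold, 84 lost a call, 21 gained one and 19 changed sign. The sign changes were all of genes not called. In iHAC-free iPS against ES cells, Dnmt3l had 0.0180 under normexp background correction, 0.170 under quantile normalization and 0.0292 with the slide as a block, and Sox2 had 0.0116, 0.132 and 0.0511, with 0.0099 in the value table. Utf1 had 0.0676 under quantile normalization and 0.0901 with the slide as a block, and Dppa3 had 0.0570 under quantile normalization. With single arrays left out, Dnmt3l ranged from -0.0862 to 0.0237, Utf1 from -0.203 to 0.0524, Dppa3 from -0.299 to 0.0966, Dppa5a from -0.0243 to 0.578, Nanog from -0.0571 to 0.463, Tcl1 from -0.211 to 0.2503, Klf4 from -0.0821 to 0.633 and Sox2 from -0.191 to 0.182. In iHAC2-iPS against ES cells, Dppa5a ranged from -0.511 to 0.110.

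Other groupings of the same 8 arrays into groups of 4 were refitted. For iHAC1-iPS against iHAC2-iPS cells, for iHAC1-iPS against iHAC-free iPS cells and for iHAC2-iPS against iHAC-free iPS cells, 1 of 35 groupings, the real one, called as many probes in each case, and the other 34 called at most 2, 1 and 4, so chance can be excluded. In the first and second of these the real grouping is also that of the scan sessions, and no value within a session can be had. Among the 8 groupings that part all 4 pairs of iHAC2-iPS clone and iHAC-free iPS line, 1 called as many, and the other 7 called at most 4. As 8 groupings cannot give a share under 0.125, chance cannot be excluded among these.

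Signal over background limits what can be read from dim probes: between 33.5% and 44.5% of the probes of an array were at or below the lowest signal well above background, the highest share in 2-B1, and differences of such probes are bounds.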

Differences from the paper's values

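No test of a cause was chosen for this part, before or after the result was seen.

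R between B6ES and F-B1 was 0.985 here, and the paper's value is about 0.97 in Fig. 5B, read by eye. The difference exceeds the spread of R over the iHAC-free iPS lines, an SD of 0.00498. Of the alternatives set before the data were examined, Spearman's correlation, 0.971, falls within that spread of the paper's value, while normexp background correction, quantile normalization, the strict filter on dim probes and the linear scale, at 0.989, 0.986, 0.9805 and 0.986, do not. For 1-B and 20D17 the values of Pearson's R on the log2 scale differed from those of Fig. 5B by less than the spread between clones. Spearman's correlation, at 0.948 and 0.9697, differed by more for both, so it does not give all 3 values of the figure.

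Fig. 5B gives 20D17 a higher R with B6ES than F-B1. Here F-B1, at 0.985, was above 20D17, at 0.983, and on the linear scale 20D17, at 0.988, was above F-B1, at 0.986.

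Fig. 5B marks Sox2 above and Oct4 below the lines of 2-fold change in 1-B. Here the Oct4 gene Pou5f1 was higher in 1-B than in B6ES, by a log2 difference of 3.01, and Sox2 was lower, by a log2 difference of -2.70, under each scaling tried. No setting run here gave the order of the figure.

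Fig. 5A joins B6ES with TT2 first, F-B1 with F-E4, and 2-N with ES and iHAC-free iPS cells before the other iHAC2-iPS clones. Here these 3 of the 14 branches were not found, and no alternative gave more than 12.

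The paper states that anti-proliferative genes were not upregulated in iHAC1-iPS and iHAC2-iPS cells relative to ES cells, from another assay (Fig. S6). On the arrays, Cdkn1a was higher in iHAC1-iPS than in ES cells by 1.58 (standard error 0.26, limma's adjusted p = 0.00185) and Cdkn2a by 1.31 (standard error 0.34, limma's adjusted p = 0.0179), while Trp53 was lower, at -1.05 (standard error 0.30, limma's adjusted p = 0.0269). The call of Cdkn2a was lost with the slide as a block, and that of Trp53 under normexp background correction, quantile normalization and the slide as a block, and the calls of both with single arrays left out.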

Other observations

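The tests of scan session and slide for the distances and of iHAC transgene transcripts were chosen after the result was seen, while those of the p53 targets, of fibroblast RNA and of genes not activated were set beforehand.

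As iHAC2 carries a p53 shRNA, targets of p53 were predicted to be lower in iHAC2-iPS than in iHAC-free iPS cells. The median log2 difference of 21 such genes was 0.46, with 18 genes higher (limma's camera, adjusted p = 0.00294, and fry, adjusted p = 0.0508), so the predicted decrease of these targets was not found. The median was 0.26 without 2-E or without F-B1. The list called 0 genes over all probes and 1 adjusted over the list alone, with 6 at an unadjusted p under 0.05 in limma. Trp53 itself differed by -0.53 (standard error 0.24, limma's adjusted p = 0.266), and another Trp53 probe by 0.22 (limma's adjusted p = 0.462). Against ES cells, Trp53 was lower in iHAC2-iPS cells, at -1.17 (standard error 0.30, limma's adjusted p = 0.0296), a call lost with only the compared groups in the fit and with an array left out, and the other probe differed by -0.30 (limma's adjusted p = 0.272). Lower Trp53 transcript with iHAC2 is therefore not excluded. The first Trp53 probe was also lower in iHAC1-iPS than in ES cells, although iHAC1 carries no p53 shRNA. Its levels were 0.91 to 1.18 in iHAC1-iPS clones, 0.55 to 1.38 in iHAC2-iPS clones and 1.99 and 2.16 in ES cells. The other probe was not lower there, at 0.81 to 1.28 against 0.64 and 0.89 in ES cells. For the first probe, the difference from ES cells thus does not single out iHAC2. Against ES cells the median of the targets was 0.67 in iHAC2-iPS cells (limma's camera, adjusted p = 9.97e-04), 0.19 in iHAC-free iPS cells (adjusted p = 0.123) and 0.03 in iHAC1-iPS cells (adjusted p = 0.388). Another effect of the transgenes on these genes stays open and was not tested.

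The larger distance of iHAC1-iPS clones to ES cells was set against what fibroblast RNA, from incomplete silencing or feeder cells, would need. To bring the probes 4-fold higher in ES cells to their level in iHAC1-iPS clones, fibroblast RNA would have to make up at least 57.1% to 75.3%. These are lower bounds, because they take fibroblasts to give no signal on these probes, while MEFs were at 14.2% of the ES level. The probes 4-fold higher in MEFs were at 18.9% to 26.7% of the MEF level, and at 13.8% in ES cells. This argues against fibroblast RNA as the whole cause, though the higher fibroblast genes leave room for a part. On a scale from 0 at MEFs to 1 at ES cells, the slope for probes higher in ES cells was 0.280 to 0.543 in the iHAC1-iPS clones and that for probes higher in MEFs 0.676 to 0.830, and the smallest difference within a clone was 0.269. This goes with genes of ES cells that were not activated more than with genes of fibroblasts that were kept. The paper's discussion proposes that activation of pluripotent genes may have been inadequate. It sets this against transgene expression and anti-proliferative genes, not against kept fibroblast genes. Scan session was argued against as the cause of the distance, because iHAC1-iPS clones share the session of the ES lines and yet the nearest of them lay at 1.85, above the farthest iHAC2-iPS clone at 1.501. For the distance of iHAC2-iPS against iHAC-free iPS cells, scan session and slide were argued against by the differences within slides, the smaller of which was 0.378.

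The probes of Myc differed among themselves. Between iHAC1-iPS and iHAC-free iPS cells the log2 difference was 6.17 for A_52_P108346 and 6.79 for A_52_P278549, at bases 1899 and 1407 of the transcript, but -1.61 for A_51_P102096, at base 1998 and nearest the 3' end (limma's adjusted p = 2.63e-06, 2.63e-06 and 0.00238). Between iHAC2-iPS and iHAC-free iPS cells they were 4.16, 4.59 and -0.76. Of all tested probes higher with an iHAC, the former pair had the largest gaps, 1.88 and 1.79, between the lowest array with an iHAC and the highest without. Probes of Myom2 and Ap3b2, lower with an iHAC, had larger gaps, 2.50 and 1.98, which transcripts of the iHAC would not give and for which no cause was tested. Pou5f1 was higher in iHAC2-iPS than in iHAC-free iPS cells by 2.36 (standard error 0.40, limma's adjusted p = 0.0221), a call lost with only the compared groups in the fit. This is consistent with transcripts of the transgenes on the iHAC, if these lack the part that the last probe of Myc reads, but no sequence was compared. The paper describes expression of the transgenes by another assay (Fig. 3A). The reprogramming factors as a list had a median of 0.14 in iHAC1-iPS against ES cells (limma's camera, adjusted p = 0.708), with 2 higher and 2 lower, so that the list as a whole says little. Klf4 was lower in iHAC2-iPS than in iHAC-free iPS cells, at -2.61 (standard error 0.46, limma's adjusted p = 0.0254). This call was lost with only the compared groups in the fit and when single arrays were left out.

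The other lists are given as values. The 3 anti-proliferative genes had a median of 0.38 in iHAC2-iPS against ES cells (limma's camera, adjusted p = 0.896). The 17 imprinted genes had medians between -0.33 and -0.26 in the 3 comparisons with ES cells, none past the threshold in limma's camera. Among them Meg3, Rian and Mirg were at 1.48, -0.90 and -3.87 in B6ES and at 4.26, 2.18 and -0.38 in TT2, chosen after their values were seen. The 13 germ layer genes had a median of -1.89 in iHAC2-iPS against ES cells (limma's camera, adjusted p = 0.0163, and fry, adjusted p = 0.136). Against ES cells it was -1.09 in iHAC-free iPS (camera, adjusted p = 0.112) and -1.52 in iHAC1-iPS cells (camera, adjusted p = 0.462). With dim values set at the lowest signal well above background, or at their own where higher, these medians were -0.51, -0.64 and -1.43. Their sizes and order thus depend on dim probes. The 5 sex-linked genes had a median of 4.01 in iHAC2-iPS against ES cells (limma's camera, adjusted p = 2.15e-05, and fry, adjusted p = 6.18e-06). Ddx3y, Eif2s3y and Kdm5d were lower in each of the 4 iHAC-free iPS lines than in its clone of origin, Ddx3y by -2.25 to -1.18 on the log2 scale, and Uty was lower in 3 of 4.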
